# UM171 induces a homeostatic inflammatory-detoxification response supporting human HSC self-renewal

**DOI:** 10.1371/journal.pone.0224900

**Published:** 2019-11-08

**Authors:** Jalila Chagraoui, Bernhard Lehnertz, Simon Girard, Jean Francois Spinella, Iman Fares, Elisa Tomellini, Nadine Mayotte, Sophie Corneau, Tara MacRae, Laura Simon, Guy Sauvageau

## Abstract

Elucidation of the molecular cues required to balance adult stem cell self-renewal and differentiation is critical for advancing cellular therapies. Herein, we report that the hematopoietic stem cell (HSC) self-renewal agonist UM171 triggers a balanced pro- and anti-inflammatory/detoxification network that relies on NFKB activation and protein C receptor-dependent ROS detoxification, respectively. We demonstrate that within this network, EPCR serves as a critical protective component as its deletion hypersensitizes primitive hematopoietic cells to pro-inflammatory signals and ROS accumulation resulting in compromised stem cell function. Conversely, abrogation of the pro-inflammatory activity of UM171 through treatment with dexamethasone, cAMP elevating agents or NFkB inhibitors abolishes EPCR upregulation and HSC expansion. Together, these results show that UM171 stimulates ex vivo HSC expansion by establishing a critical balance between key pro- and anti-inflammatory mediators of self-renewal.

## Introduction

Inflammation is a well recognized mediator of hematopoietic stem and progenitor cell (HSPC) activity. Examples include Toll-Like Receptors (TLR), Tumor Necrosis Factor alpha (TNFa, prostaglandins, IL6, interferons, GM-CSF and eicosanoids [1, 2]. Most of these inflammation mediators promote the activation of NFkB and subsequent transcriptional induction of pro-inflammatory genes [3, 4]. Depending on the context, inflammation can either promote HSC expansion or differentiation [5–18]. Defining the proper settings in which inflammation mediates HSC self-renewal remains a challenging question.

In previous studies, we showed that the small molecule UM171 promotes the *ex vivo* expansion of HSCs with long-term multi-lineage reconstitution potential [19] and identified Endothelial Protein C Receptor (EPCR), a previously suggested NFkB inhibitor [20–22], as a reliable marker of expanded HSCs [23]. Interestingly, Cohen *et al*., have demonstrated that EPCR/PAR1 signaling promotes mouse bone marrow retention, survival and stress resistance by limiting inflammation associated nitric oxide production [24]. Here, we show that UM171 induces a strong NFkB-dependent pro-inflammatory signalling together with an EPCR mediated anti-inflammatory response leading to HSC self-renewal. The essential coordination by UM171 of these 2 distinct and necessary networks in primitive HSPC is described.

## Results

### UM171 triggers a specific inflammatory response in HSPC

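OCI-AML5 is a human acute myeloid leukemia cell line. Poly(A) RNA was sequenced from cells kept in DMSO, the vehicle, and from cells exposed to UM171 for 6, 24, 48 and 72 h, with 3 libraries per group and 15 libraries in all. The legend of Fig 1C gives the dose as 250 nM, whereas the labels of the libraries give 500 nM. S1 Table gives the DMSO libraries as time 0, whereas their labels give 72 h. The S1 Table sheets for Figs 1A and 3A list the same values for DMSO replicates of the same number, so the DMSO and UM171 24 h libraries also serve as the sgAAVS1 control cells of Fig 3.
For each library, the authors deposited the expected counts and the TPM (transcripts per M) of each gene as computed by RSEM, while the methods describe kallisto and sleuth. Each library lists 58219 entries. The total per library lay between 33.6 and 38.3 M counts in DMSO (median 34.2), 25.9 and 37.6 M at 6 h (median 30.2), 24.3 and 51.5 M at 24 h (median 44.1), 27.3 and 46.3 M at 48 h (median 31.4), and 32.4 and 38.6 M at 72 h (median 33.9). At this depth 3 counts, the smallest number taken as a signal, are 8.78e-06% of the first DMSO library. Intervals and floors of this kind cover counting error only.
Expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test, after TMM normalization and a filter on low counts (filterByExpr) that left 16595 genes. All 15 libraries entered a single fit without a term for the replicate number. A gene was counted as changed when its Benjamini-Hochberg adjusted p was under 0.0001 and its change was over 2-fold, the limits in the legend of Fig 1A. Standard errors of log2 fold changes were derived from the fold change and the F statistic.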

In preliminary experiments using hematopoietic cell lines, we found that UM171 triggers simultaneous activation of pro-inflammatory (including IKK/NFkB) and anti-inflammatory (including detoxification responses) programs (Fig 1A–1C and S1 Fig). These programs are activated as early as 6 hours post-treatment, with the most significant changes reached at 48-72h.

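Relative to DMSO, 1147 genes were changed after 6 h of UM171, of which 1105 increased and 42 decreased. After 24 h the number was 2273 (1508 increased, 765 decreased), after 48 h it was 2722 (1950 increased, 772 decreased), and after 72 h it was 3455 (2429 increased, 1026 decreased). At 1 or more time points 4761 genes were changed. The changed genes included 597 that passed at all 4 time points, 584 of them increased at each. Of the 1105 genes increased at 6 h, 766 were also increased at 72 h, and 11 were decreased at a later time point. Without a minimum fold change and with an adjusted p under 0.05, the alternative that moved these numbers most, 10331 genes were changed at 6 h and 12575 at 72 h. By their labels the DMSO libraries were kept for 72 h, the time of the last UM171 group only. Changes at 6, 24 and 48 h, here and below, may thus include differences in culture time, which no library separates.
Of the 1996 genes that S1 Table shows for Fig 1A, 1959 were tested here and 1731 of these (88.4%) were changed at 1 or more time points. The paper states that UM171 activates pro-inflammatory programs and, at the same time, anti-inflammatory programs that include detoxification responses.

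**Figure D1:**
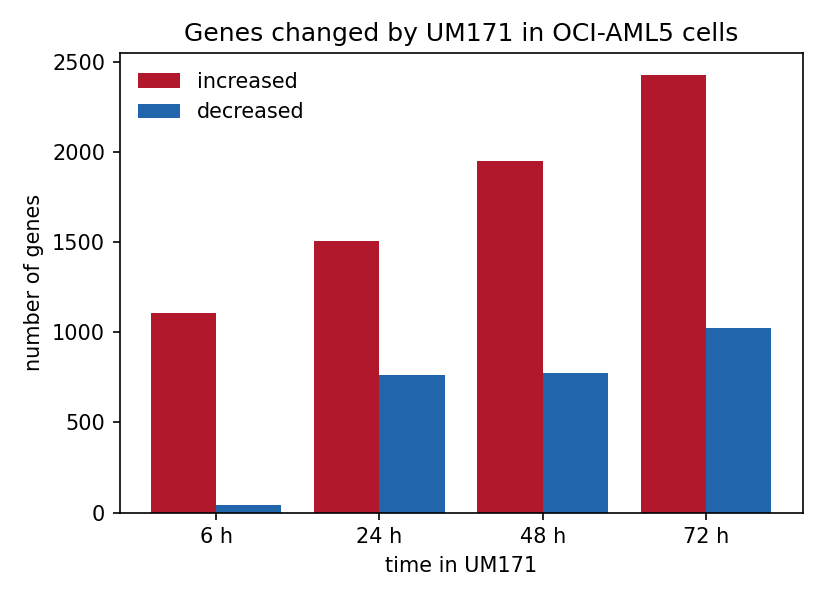
Number of genes increased (red) and decreased (blue) by UM171 relative to DMSO in OCI-AML5 cells, by time of exposure, each bar from 3 libraries against 3. Increased genes rise from 1105 at 6 h to 2429 at 72 h and decreased genes from 42 to 1026. By the labels only the 72 h group shares the time of the DMSO libraries.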

**Fig 1:**
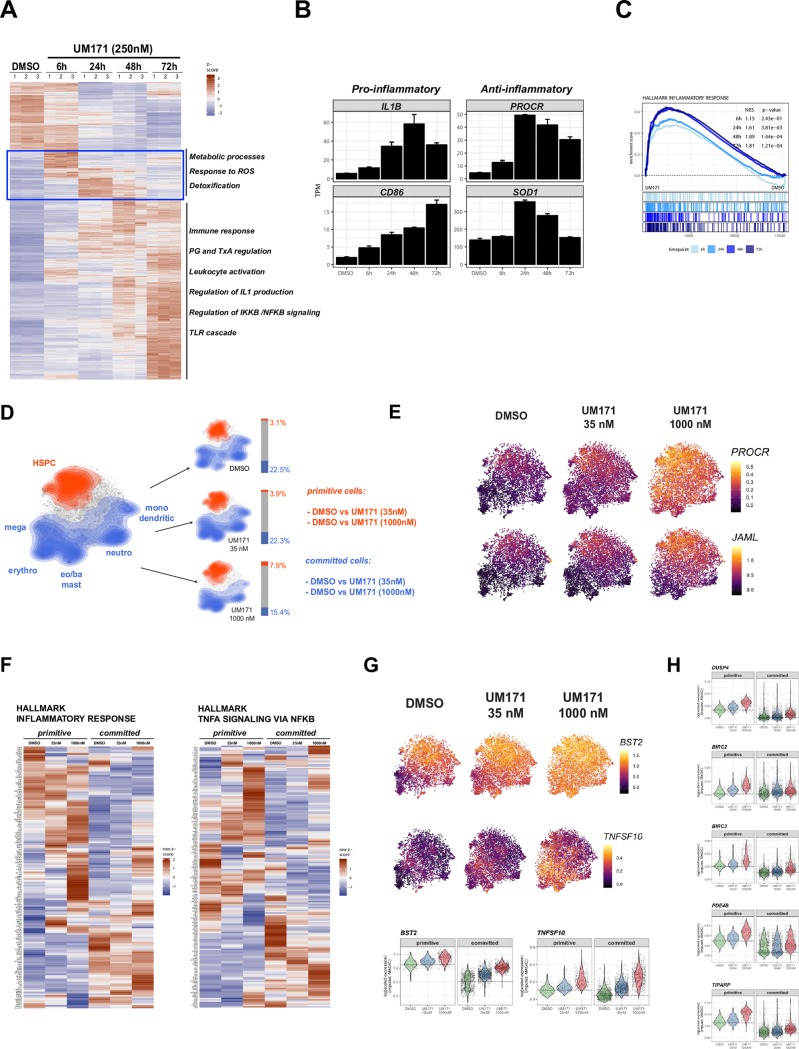
UM171 exposure induces inflammatory gene signature. **A:** Heat-map of differentially expressed transcripts after 6, 24, 48 and 72hrs of UM171 treatment in OCI-AML5 cell line (>2-fold change, q-value < 0.0001 at any timepoint compared to untreated). **B:** Examples of pro-inflammatory (IL1b and CD86) and anti-inflammatory genes (PROCR and SOD1) expression changes upon UM171 treatment in OCI-AML5 cells. **C:** GSEA plots showing enrichment for genes associated to inflammatory responses in OCI-AML5 cell line (250nM, 6, 24, 48 and 72hrs exposure).**D:** Topology of primitive (red) and committed (blue) cell subsets on top of t-SNE projection in either the combined dataset (left panel) or separated based on treatment (right panels). Barplots next to t-SNE graphs summarize cellular compositions of individual treatments into primitive/committed subsets. **E:** t-SNE heatmap of representative stem cell associated genes PROCR (also called EPCR or CD201) and JAML; imputed data (MAGIC). **F:** Heatmap summaries (average values) of selected inflammation associated genesets (corresponding GSEA in S2E Fig). **G:** t-SNE heatmap and corresponding violin plots (lower panel) of representative inflammatory genes modulated in response to UM171 in both primitive and committed cells (BST2 and TNFSF10); imputed data (MAGIC). **H:** Violin plots illustrating expression distribution of candidate genes associated to TNFa/NFkB pathway across primitive and committed subsets. Note the preferential UM171 mediated modulation of these candidate genes in primitive subset. p≤0.05.

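IL1B (ENSG00000125538), on chromosome 2 of GRCh38 from 112829751 to 112836816, had 5.59 ± 0.191 TPM in DMSO (SD, n = 3 libraries here and below). It rose to 11.7 ± 0.979 TPM at 6 h, 34.8 ± 4.47 at 24 h, 58.5 ± 9.81 at 48 h and 35.7 ± 1.73 at 72 h. Its log2 fold change was 0.87 at 6 h (standard error 0.10, adjusted p = 1.1e-06, edgeR) and 3.46 at 48 h (standard error 0.09, adjusted p = 2.6e-15). CD86 (ENSG00000114013), on chromosome 3 from 122055362 to 122121139, rose from 1.71 ± 0.219 TPM in DMSO to 4.39 ± 0.460 at 6 h and 16.1 ± 0.932 at 72 h. Its log2 fold change was 1.21 at 6 h (standard error 0.10, adjusted p = 2.9e-08) and 3.17 at 72 h (standard error 0.09, adjusted p = 7.2e-15), the highest of the 4 time points.
PROCR (ENSG00000101000), which encodes EPCR and starts at 35172072 on chromosome 20, rose from 3.68 ± 0.534 TPM in DMSO to 11.8 ± 1.49 at 6 h, 48.5 ± 0.0115 at 24 h, 41.1 ± 4.21 at 48 h and 29.7 ± 2.11 at 72 h. Its log2 fold change was 1.53 at 6 h (standard error 0.10, adjusted p = 1.2e-09) and 3.71 at 24 h (standard error 0.09, adjusted p = 1.6e-15). SOD1 (ENSG00000142168), on chromosome 21 from 31659666 to 31668931, had 132 ± 8.84 TPM in DMSO, 151 ± 2.56 at 6 h, 339 ± 11.6 at 24 h, 266 ± 9.62 at 48 h and 146 ± 4.06 at 72 h. The change was 1.32 on the log2 scale at 24 h (standard error 0.06, adjusted p = 1.9e-12) and was not past an adjusted p of 0.05 at 6 h (log2 fold change 0.01, adjusted p = 0.86) or at 72 h (0.04, adjusted p = 0.51). These results depend on the scaling. With total count scaling SOD1 was higher at 6 h by 0.21 (adjusted p = 0.0025) and at 72 h by 0.14 (adjusted p = 0.021), with limma on log2(TPM + 1) by 0.19 (adjusted p = 0.0080) and 0.15 (adjusted p = 0.022), and with other settings its direction at 6 h was reversed.
Gene set enrichment was computed with fgsea on all tested genes ranked by log2 fold change, with the gene lists of the S1 Table sheets. Of the 157 inflammatory response genes 137 were tested, and of the 187 genes of TNFA signaling via NFKB 174 were tested. For the inflammatory response, the normalized enrichment score (NES) was 1.21 at 6 h (permutation p = 0.088), 1.78 at 24 h (p = 2.9e-05), 1.92 at 48 h (p = 2.5e-08) and 1.89 at 72 h (p = 1.1e-08). For TNFA signaling it was 0.73 at 6 h (permutation p = 0.95), 1.68 at 24 h (p = 8.2e-05), 1.88 at 48 h (p = 6.7e-09) and 1.79 at 72 h (p = 1.2e-07). The permutations are of genes, which are treated as independent. Ranking by the signed F statistic moved the scores most, to 1.09 at 6 h (permutation p = 0.29) and 1.19 at 24 h (p = 0.16) for the inflammatory response and to -1.44 at 6 h (p = 0.0031) for TNFA signaling.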

To characterize these signals more precisely within the hematopoietic hierarchy, we deployed a single-cell sequencing strategy (outlined in S2A Fig) which allowed us to map key subpopulation markers (S2B Fig) and used a “stem cell score” (see materials and methods and S2C Fig) to accurately define the response of primitive and committed cells to different concentrations of UM171 (Fig 1D). We next performed integrated gene expression analysis of primitive and committed cell subsets subjected to both low and high UM171 concentrations. As proof of principle, we observed that upregulation of HSC specific genes, most notably *PROCR* or *JAML [23]* was highest in the primitive compartment and followed a dose dependency to UM171 (Fig 1E). In addition, we noticed a marked increase in genes encoding MHC-associated proteins, most notably HLA-A and B, as well as beta 2-microglobulin (B2M) in all conditions compared to DMSO in all conditions compared to DMSO (S2D Fig). Since HLA upregulation is a hallmark response to pro-inflammatory signals, this suggested that UM171 induces an inflammatory stimulus in CB cells across several cell-types. Supporting this hypothesis, gene set enrichment analysis revealed pathways related to MHC protein complex binding, inflammation and NFkB signaling as dominant features of UM171 treatment (Fig 1F, S2E Fig and S1 Table).

Subpopulation analyses (primitive versus committed) showed common (e.g. HLA) and selective inflammatory responses. As shown in Fig 1G, inflammation genes such as BST2 and TNFSF10 appeared to be more induced in committed subpopulations upon UM171 exposure. In contrast, several members of the TNF/NFkB/cAMP signaling network were mostly induced by UM171 in the primitive subpopulation: These genes, known to be involved in fine-tuning the inflammatory response, included BIRC2-3, DUSP4, PDE4B, TIPARP (Fig 1H and S1 Table).

We previously reported the optimal UM171 dose-response for HSC expansion at around 35nM [19, 23]. Higher levels eventually lead to reduced cell proliferation and to elevated inflammation which is accompanied by a preferential reduction in cell proliferation in the primitive subset (see MKI67, GO cell cycle and CFSE labeling in S3A and S3B Fig). These “inflammation high / proliferation low” primitive cells failed to expand ex vivo (S3C and S3D Fig), potentially linking inflammation to reconstitution.

Given the observed specific inflammatory signature upon UM171 stimulation, we next assessed the possibility that this signature is secondary to induction (global profiling: S4A Fig and S1 Table) or secretion (secretion assay: S4B Fig) of pro-inflammatory factors such as TNFa or IFNResults shown in S4A and S4B Fig do not support this possibility.

Moreover, exposure of CD34^+^ CB cells to low (10ng/ml) or high (50ng/ml) doses of TNFa or IFNg did neither cause upregulation of EPCR nor CD86 (S4C Fig), demonstrating the complexity of the UM171 inflammatory response which cannot be recapitulated by these 2 canonical pro-inflammatory agonists

### Proinflammatory signaling is essential for UM171 induced HSPC expansion

Dexamethasone (Dex) treatment was able to completely suppress the UM171 mediated expansion of HSPC-enriched cell subsets (CD34^+^EPCR^+^CD90^+^CD45RA^-^: see shNT panels in Fig 2A). This effect was specific to the glucocorticoid receptor as it was markedly attenuated in the absence of this receptor (see shGR panels in Fig 2A). Of interest, reduced HSPC expansion in response to Dex was also observed in the absence of UM171, indicating a general involvement of inflammation in HSCs (Fig 2B and 2C). Most importantly, Dex treatment also reduced the long-term repopulating ability of human HSCs and significantly abolished UM171-driven expansion of these cells (Fig 2D).

**Fig 2:**
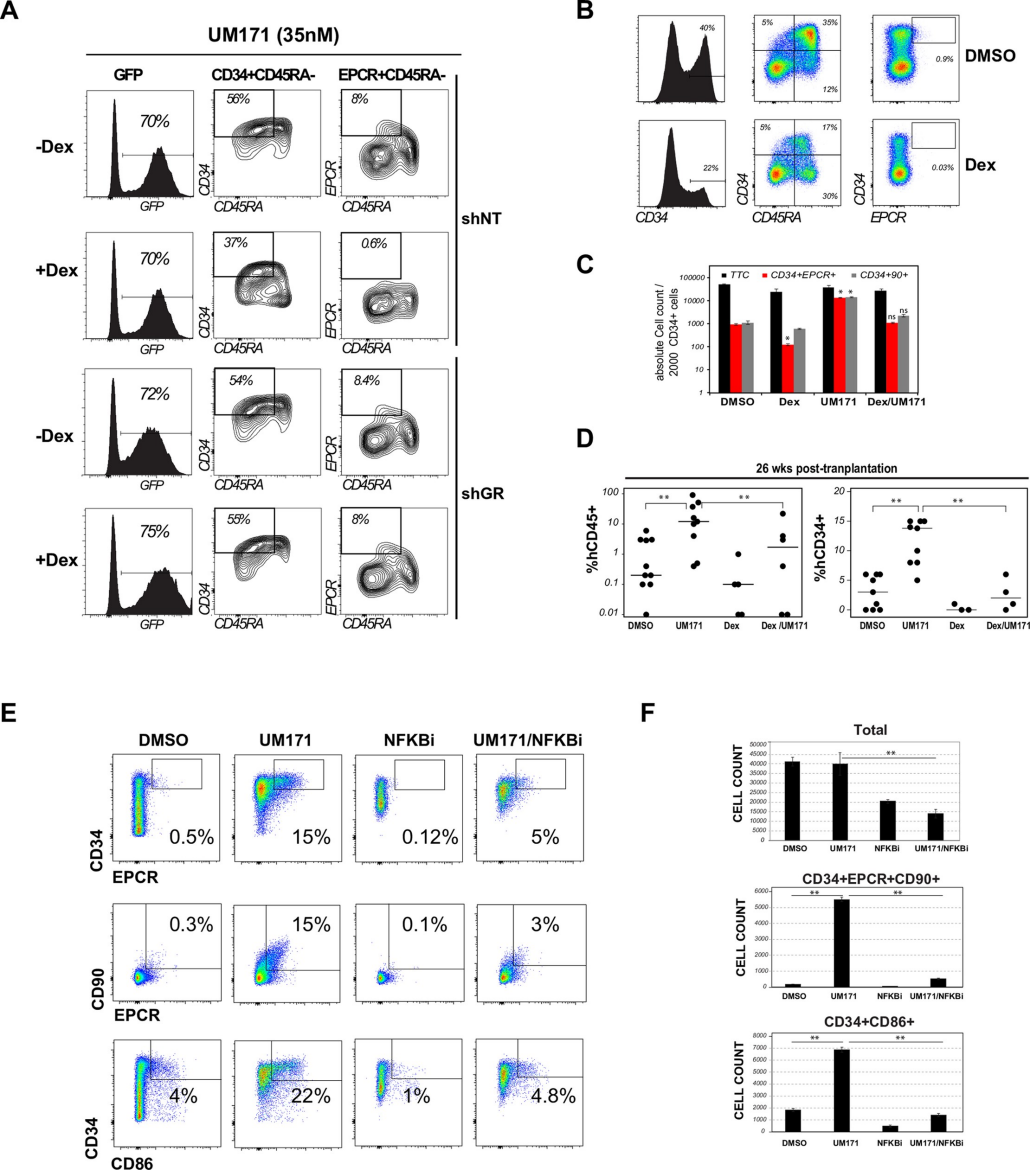
Immunosuppressors abolish UM171 activity in HSPC. **A:** CD34^+^ cord blood cells engineered to express shNT (GFP) or shNR3C1 (shGR) were cultured for 7 days with UM171 (35nM) in presence or absence of Dex (100nM). UM171-mediated expansion of HSC (CD34^+^CD45RA^-^EPCR^+^) subset from transduced (GFP^+^) cells were evaluated by flow cytometry. **B:** CD34^+^ cord blood cells were cultured for 7 days in presence of vehicle or Dex only (100nM). Representative FACS profiles show a reduction of HSCs (CD34^+^EPCR^+^) and progenitors (CD34^+^ and CD34^+^CD45RA^+^) in presence of Dex. **C:** CD34^+^ cord blood cells were exposed to DMSO, UM171 (35nM), Dex (100nM) or UM171 and Dex for 7 days and co-stained with CD34, EPCR and CD90 antibodies. Total cell counts and counts of HSC enriched subsets are presented. Data show mean ±SEM of 2 independent experiments performed in triplicate. **D:** Day 7 cultures were transplanted in immunocompromised NSG mice (outcome of 2000 day 0 cells). Human CD45 and CD34 engraftment were assessed at 26 weeks post-transplantation. **E:** CD34^+^ cord blood cells were cultures for 5 days in presence of DMSO, UM171 (35nM), NFKB inhibitor (EVP4593, 100nM) and UM171 + EVP4593. FACS profile (left panel) and absolute counts (right panel) of CD34^+^EPCR^+^, CD34^+^EPCR^+^CD90^+^ and CD34^+^CD86^+^ cells are shown. Data show mean ±SEM of 2 independent experiments performed in triplicate.

We also tested the combination of UM171 with the NFB inhibitor EVP4593 on CD34^+^ cells. We observed a marked decrease in frequencies and numbers of CD34^+^CD90^+^EPCR^+^ and CD34^+^CD86^+^ cells (Fig 2E and 2F), both in the presence or absence of UM171, suggesting that the expansion of these subsets depend on NFB signaling activation. Interestingly, NFkB inhibition significantly reduced EPCR gene expression in HSC enriched population (S5A Fig).

Consistent with these results, Dex as well as other anti-inflammatory inhibitors (JNK, NFkB and NFAT antagonists) suppressed UM171 mediated EPCR and CD86 induction in the OCI-AML5 cell line model (S5B–S5D Fig).

Since cyclic AMP acts as an important anti-inflammatory messenger by inhibiting NFkB signaling through PKA activation [25, 26], we also tested the impact of several cAMP elevating agents on UM171-mediated cord blood expansion. In line with above results, we found that cAMP elevation, whether using a phosphodiesterase inhibitor (IBMX), an adenylate cyclase activator (Forskolin) or cell permeable cAMP (db-AMP), dramatically reduced the proportion CD34^+^EPCR^+^ and CD34^+^CD86^+^ in UM171-supplemented cultures (S6 Fig).

Taken together, these results demonstrate that activation of pro-inflammatory programs, most notably of NFkB, represents a core requirement for UM171-driven *ex vivo* HSC expansion.

### EPCR attenuates UM171-mediated pro-inflammatory signals

We previously showed that EPCR expression is rapidly induced by UM171 in primitive CD34^+^ CB cells and that this EPCR-positive subpopulation includes most short- and long-term HSCs. Moreover, we showed that EPCR is essential for the *in vivo* activity of human HSCs [23]. Since anti-inflammatory functions connected to NFkB activation have been reported for EPCR [27–29], we hypothesized that it might partially antagonize the inflammatory response in cells expanded under UM171 treatment. 

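OCI-AML5 cells carrying guide RNAs against PROCR, the gene of EPCR (sgEPCR), were compared with control cells (sgAAVS1), each in DMSO or in UM171 for 24 h. The comparison rests on 12 libraries, 3 per group, of which the 6 control libraries are also the DMSO and 24 h libraries of Fig 1A. The labels of the control libraries do not name a guide RNA, and S1 Table names them sgAAVS1. By their labels the sgEPCR DMSO libraries were collected at 24 h. How the sgEPCR libraries map to the guide RNAs or clones is not named in the labels.
Total counts lay between 28.0 and 42.7 M in sgEPCR DMSO (median 33.4) and between 30.6 and 41.4 M in sgEPCR UM171 (median 34.5). The share of counts on the 37 mitochondrial genes was 35.9% in sgEPCR DMSO replicate 1 and 32.2% in sgEPCR UM171 replicate 2, against 7.73% to 13.5% in the other 19 libraries. The fit of these 12 libraries covered 15901 genes and included the difference between the sgEPCR and sgAAVS1 responses as an interaction. The common biological coefficient of variation, edgeR's measure of the spread between replicates, was 0.187 in this fit and 0.0565 in that of the time course.
PROCR transcript remained detectable in sgEPCR cells, which the counts cannot relate to protein. It was 3.68 ± 0.534 TPM in sgAAVS1 DMSO and 48.5 ± 0.0115 TPM in sgAAVS1 UM171 (SD, n = 3). In sgEPCR cells it was 3.59 ± 1.15 TPM in DMSO and 7.19 ± 2.58 TPM in UM171 (SD, n = 3). The log2 fold change in sgEPCR cells was 0.65 (standard error 0.12, adjusted p = 0.0010, edgeR), and the difference from the response of sgAAVS1 cells was -3.06 (standard error 0.17, adjusted p = 5.7e-07).

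**Figure D2:**
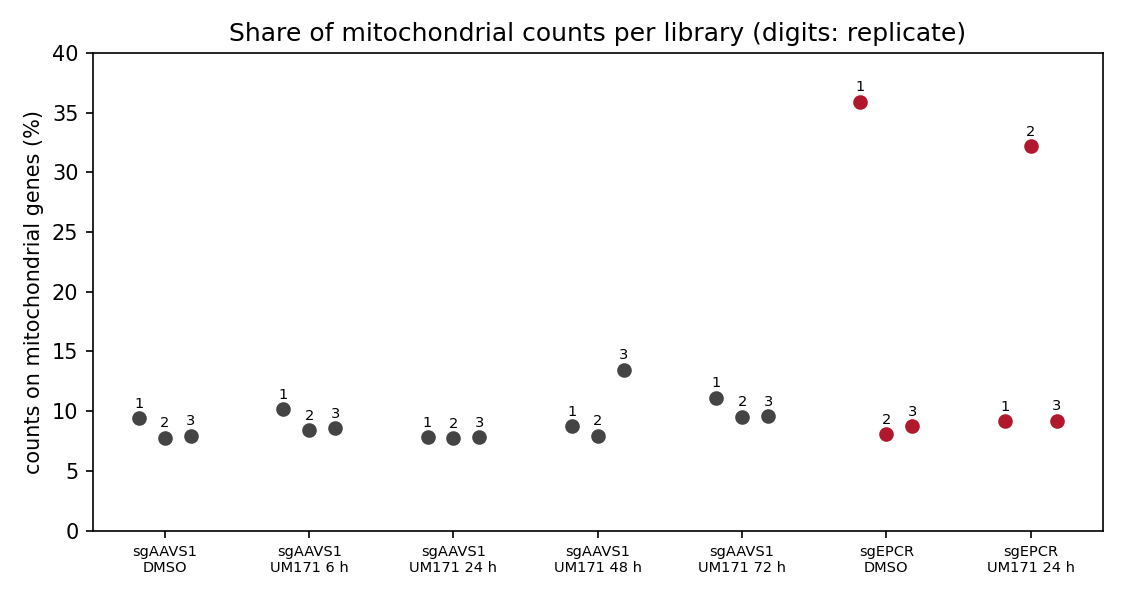
Percent of counts on mitochondrial genes in each of the 21 libraries, by group, with each point labelled by its replicate number and sgEPCR libraries in red. sgEPCR DMSO replicate 1 (35.9%) and sgEPCR UM171 replicate 2 (32.2%) lie above the other 19 libraries.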

To test this hypothesis, we targeted the *EPCR* gene in the OCI-AML5 cell line using CRISPR (Fig 3A–3C). 

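In sgEPCR cells, UM171 gave an NES of 2.06 for the inflammatory response list (permutation p = 6.4e-12, fgsea) and 2.13 for TNFA signaling via NFKB (p = 3.5e-16). In sgAAVS1 cells the scores from the same fit were 1.78 (permutation p = 6.7e-05) and 1.71 (p = 8.1e-05). With genes ranked by the difference between the responses, the NES was 1.77 for the inflammatory response (permutation p = 1.0e-04) and 2.25 for TNFA signaling (p = 6.0e-13). The median difference in log2 fold change was 0.54 over the tested inflammatory response genes and 0.91 over those of TNFA signaling. Under DMSO the sgEPCR cells had lower levels than sgAAVS1 cells, with an NES of -1.49 for the inflammatory response (permutation p = 0.0096) and -1.31 for TNFA signaling (p = 0.060). Under UM171 they had higher levels, with an NES of 1.65 (permutation p = 0.0014) and 2.38 (p = 1.1e-14). The paper describes this signature as exacerbated in sgEPCR cells.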

Strikingly, we observed a strong and proinflammatory/NFkB signature specifically in UM171 treated cells that was further exacerbated in three independent *sgEPCR* OCI-AML5 clones (Fig 3A–3C and S1 Table).

**Fig 3:**
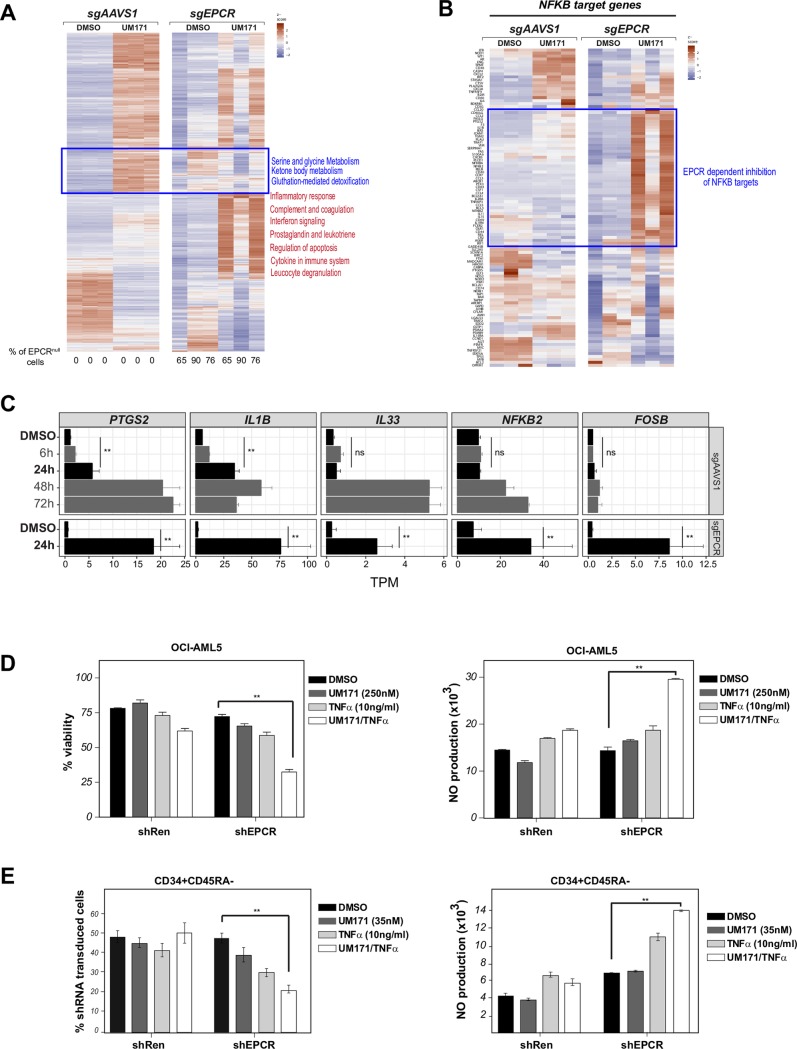
EPCR attenuates UM171-mediated pro-inflammatory signals. **A:** Heatmap representing differentially expressed genes after a 24 hours exposure to UM171 (250nM) in wild-type (sgAAVS1) and EPCR null (sgEPCR) context (>2-fold change, q-value < 0.0001 compared to DMSO/sgAAVS1). Note that while UM171 mediated pro-inflammatory signaling (red labels) is exacerbated in sgEPCR transduced cells, UM171 mediated- detoxification responses (blue labels) is hampered in absence of EPCR. **B:** Heatmap of NFkB target genes (http://bioinfo.lifl.fr/NF-KB) after a 24 hours exposure to UM171 (250nM) in wild-type (sgAAVS1) and EPCR null (sgEPCR) context. **C:** Examples of pro-inflammatory genes expression changes upon UM171 treatment (dashed lines show differential response to UM171 in EPCR null vs wild-type context after 24-hour exposure). **D:** OCI-AML5 were transduced with shRen (CT) or shEPCR (Ametrin) lentiviral vectors and culture for 4 days in presence of DMSO, UM171, TNF (10ng/ml) or UM171+ TNFa. Cell viability (left panel) and nitric oxide (NO) generation (right panel) were assessed by flow cytometry. **E:** CD34^+^ cord blood cells were transduced with shNT or shEPCR (Ametrin) lentiviral vectors and culture for 7 days in presence of DMSO, UM171, TNFa (10ng/ml) or UM171+ TNFa. Percentage of transduced Ametrin^+^ cells (right panel) and levels of nitric oxide (NO) (left panel) were assessed within the CD34^+^CD45RA^-^ (HSPC enriched) population by flow cytometry. Data are expressed as mean ± SEM of results from 2 cord blood donors performed in 3 replicates.

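UM171 changed 1642 genes in sgEPCR cells at 24 h (1112 increased, 530 decreased), with the same limits as for Fig 1A and edgeR's adjusted p. In the same fit it changed 1117 genes in sgAAVS1 cells (852 increased, 265 decreased). These numbers do not rank the responses, since they depend on the spread estimated in each fit. The same sgAAVS1 libraries gave 2273 genes in the time course fit. In fits of only the 2 groups compared, 2117 genes passed in sgAAVS1 and 60 in sgEPCR cells. The sets of 1642 and 1117 genes shared 422, of which 336 increased in both, 45 decreased in both and 41 changed in opposite directions. The response differed between sgEPCR and sgAAVS1 cells for 1236 genes, 573 with a higher and 663 with a lower response in sgEPCR cells. Without a minimum fold change and with an adjusted p under 0.05, the alternative that raised this count most, it was 7158. With the replicate number within each genotype as a block, which lowered it most, 0 genes passed, while 5018 had an adjusted p under 0.05 and 6894 an unadjusted p under 0.05. Between the genotypes, 452 genes differed in DMSO and 709 in UM171. Against sgAAVS1 DMSO, the reference named in the legend, 2341 genes passed in 1 or more groups. S1 Table shows 1172 genes for Fig 3A, of which 1162 were tested here and 817 (70.3%) passed against that reference.

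**Figure D3:**
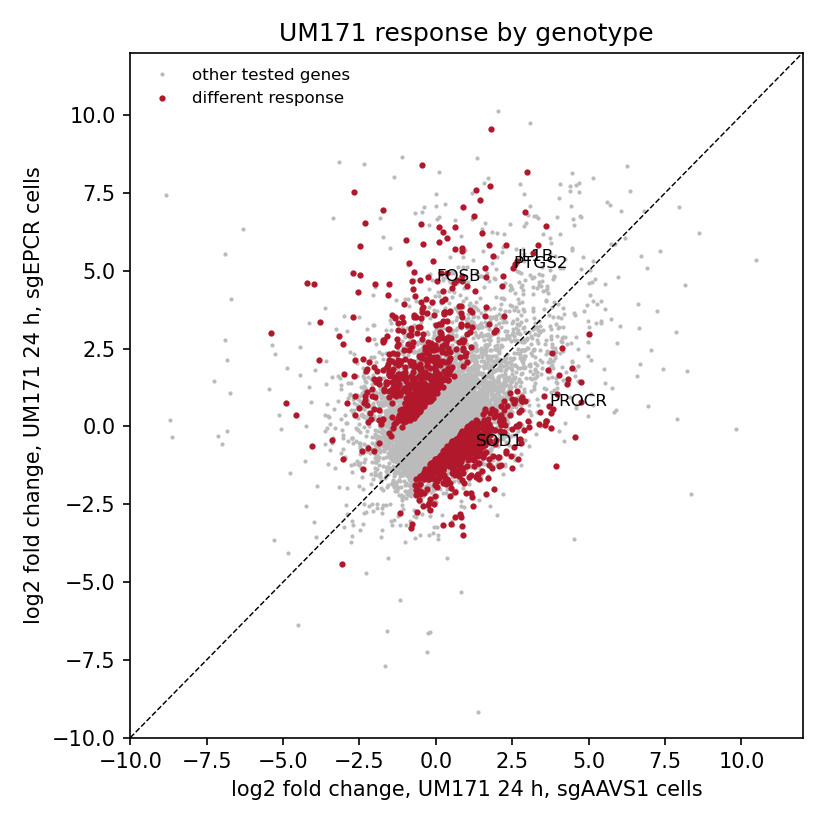
Log2 fold change with UM171 at 24 h in sgEPCR cells against that in sgAAVS1 cells, with 1 point per tested gene and the line of equal change dashed. Red points are the 1236 genes with a different response, 573 above and 663 below the line.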

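In sgEPCR cells, IL1B rose from 1.55 ± 0.553 to 75.4 ± 24.7 TPM (SD, n = 3). Its log2 fold change was 5.31 against 2.66 in sgAAVS1 cells, a difference of 2.65 (standard error 0.16, adjusted p = 8.2e-07, edgeR). PTGS2 (ENSG00000073756), on chromosome 1 of GRCh38 from 186671791 to 186680922, rose from 0.603 ± 0.112 to 19.8 ± 5.65 TPM in sgEPCR cells and from 1.23 ± 0.319 to 6.22 ± 1.51 TPM in sgAAVS1 cells. The difference in its log2 fold change was 2.56 (standard error 0.24, adjusted p = 1.2e-05). FOSB (ENSG00000125740), on chromosome 19 from 45467995 to 45475179, rose from 0.307 ± 0.136 to 8.33 ± 3.39 TPM in sgEPCR cells. In sgAAVS1 cells it was 0.457 ± 0.0907 TPM in DMSO and 0.553 ± 0.267 TPM in UM171, and the difference between the responses was 4.63 (standard error 0.29, adjusted p = 9.5e-07).
NFKB2 (ENSG00000077150), on chromosome 10 from 102394110 to 102402524, rose from 6.77 ± 3.28 to 32.5 ± 17.7 TPM in sgEPCR cells, and its response differed by 1.81 (standard error 0.30, adjusted p = 5.9e-04). In sgAAVS1 cells its level was 9.35 ± 0.586 TPM in DMSO, 10.5 ± 1.6 at 24 h, 21.4 ± 4.03 at 48 h and 32.5 ± 1.04 at 72 h. IL33 (ENSG00000137033), on chromosome 9 from 6215786 to 6257983, had 0 counts in every sgEPCR DMSO library and 90 to 116 counts in sgEPCR UM171, at least 31.5-fold higher. In sgAAVS1 cells no DMSO library had more than 1 count, the 24 h libraries had 5 to 10 counts, and the 48 h libraries had 168 to 340 counts, at least 83.6-fold above DMSO. The difference between the 24 h responses of IL33 had an adjusted p of 0.018. With the replicate number as a block its adjusted p was 0.059.
CD86 rose from 0.397 ± 0.205 to 4.63 ± 0.717 TPM in sgEPCR cells and from 1.71 ± 0.219 to 8.48 ± 1.21 TPM in sgAAVS1 cells, with a response 1.14 above that of sgAAVS1 cells on the log2 scale (standard error 0.25, adjusted p = 0.0036). With limma on log2(TPM + 1) this difference was 0.21 (adjusted p = 0.66). The added 1 shrinks changes at levels this low, most in sgEPCR cells, so this difference is not on the scale of the edgeR one. CD86 was lower in sgEPCR than in sgAAVS1 cells in DMSO (-1.95, adjusted p = 3.6e-05) and in UM171 (-0.81, adjusted p = 0.0021). SOD1 was 288 ± 81.4 TPM in sgEPCR DMSO and 222 ± 55.0 TPM in sgEPCR UM171. Its response differed by -1.95 (standard error 0.16, adjusted p = 4.9e-06). Its level in DMSO was higher in sgEPCR than in sgAAVS1 cells by 1.57 on the log2 scale (adjusted p = 4.4e-06).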

Of interest, EPCR knockout OCI-AML5 cells were hypersensitive to the combination of TNFa and UM171 (Fig 3D, left panel) which induced a hyper inflammatory response as detected by nitric oxide (NO) production (Fig 3D, right panel). In the context of primitive CD34^+^CD45RA^-^ cord blood cells, UM171 and TNFa treatment also resulted in NO hyperproduction and cell loss when EPCR was experimentally reduced (Fig 3E). Together, these observations demonstrate that, in addition to causing a pro-inflammatory response, UM171 also triggers a critical negative feedback loop mediated by EPCR that protects HSPCs from inflammation borne cytotoxicity.

### UM171 activates a ROS detoxification program through EPCR

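Among the detoxification genes shown in Fig 4B, the median log2 fold change in sgAAVS1 cells was 0.01 at 6 h, when 7 of 13 genes were higher than in DMSO and 6 lower, 4 in each direction with an adjusted p under 0.05 (edgeR). It was 0.84 at 48 h, when all 13 were higher, and 0.19 at 72 h, when 10 of 13 were higher. The mean of log2(TPM + 1) over the genes, which is scaled differently, rose by 0.32 at 6 h, 0.93 at 48 h and 0.54 at 72 h (exact permutation test of 3 libraries against 3, p = 0.1 each). In DMSO all 13 were higher in sgEPCR than in sgAAVS1 cells, by 0.57 to 1.57 (median 1.01), each with an adjusted p under 0.05. In UM171 11 of 13 were lower in sgEPCR cells, with a median of -0.45. For the mean of log2(TPM + 1) over the genes, the difference between the genotypes was 0.58 in DMSO (exact permutation test of 3 libraries against 3, p = 0.2) and -0.68 in UM171 (p = 0.1, the smallest the design allows).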

We noted that UM171 rapidly induced an EPCR-dependent ROS detoxification response in OCI-AML5 cells (blue rectangle in Figs 3A and 1A). Within 30 minutes of UM171 exposure (Fig 4A, top left panel), at a time where EPCR levels remain unaffected (Fig 4A, top right panel), ROS are rapidly induced and eventually regressed as EPCR levels rise (Fig 4A, bottom panels). 

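Fig 4B shows 13 ROS detoxification genes. In the time course fit, all 13 were higher after 24 h of UM171 in sgAAVS1 cells, by 0.93 to 1.61 on the log2 scale (median 1.08), each with an edgeR adjusted p under 0.05, whether adjusted over all genes or over the list alone. Of these, 10 passed the limits used for Fig 1A, and 7 passed them in the fit of the Fig 3 libraries. In sgEPCR cells 10 of the 13 were lower and 3 higher, with a range of -1.02 to 0.22 (median -0.27). Of the 13, 7 had an adjusted p under 0.05, and each of the 7 was lower. The response in sgEPCR cells was smaller for all 13, by -2.13 (GCSH) to -0.82 (SESN3), each with an adjusted p under 0.05. The median difference was -1.59, and 6 genes passed the stricter limits. The difference of SESN3 was not past an adjusted p of 0.05 with the replicate number as a block (0.095) or upper quartile scaling (0.075). It was also not past it with at least 10 counts in every library (0.052). With total count scaling those of GSTP1 (adjusted p = 0.055) and PPARG (adjusted p = 0.052) were not past it. With limma on log2(TPM + 1) the differences of GSTM1, GSTP1, PRDX1, PRDX4, PRDX6, PPARG and SESN3 kept their direction and were not past an adjusted p of 0.05, for example -0.82 for PRDX6 (adjusted p = 0.36). By the labels sgAAVS1 DMSO libraries were kept for 72 h and sgEPCR ones for 24 h. The 24 h rise in sgAAVS1 cells and the differences in response may thus include culture time. At 72 h of UM171, the matching time, the median change in sgAAVS1 cells was 0.19. The genotypes differed by a median of 1.01 in DMSO and of -0.45 between the UM171 libraries, both labelled 24 h.
As fold changes of mean TPM, PRDX1 rose 3.1-fold in sgAAVS1 and 1.18-fold in sgEPCR cells, and SOD1 rose 2.57-fold and was at 0.771 of its DMSO level. Reads of some of these genes, such as GSTM1, GCSH and PRDX1, could be shared with related genes or pseudogenes, which expected counts split between them.
The mean of log2(TPM + 1) over the 13 genes rose by 1.16 in sgAAVS1 cells and changed by -0.093 in sgEPCR cells. A two-sided exact permutation test of 3 libraries against 3 gave p = 0.1 for the first, the smallest p this design allows, and p = 0.5 for the second. The same-numbered differences were 1.21, 1.14 and 1.14 in sgAAVS1 cells and 0.74, -0.93 and -0.10 in sgEPCR cells (difference in their means -1.26, exact permutation test, p = 0.1). The paper states that detoxification genes are upregulated in a manner that depends on EPCR.

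**Figure D4:**
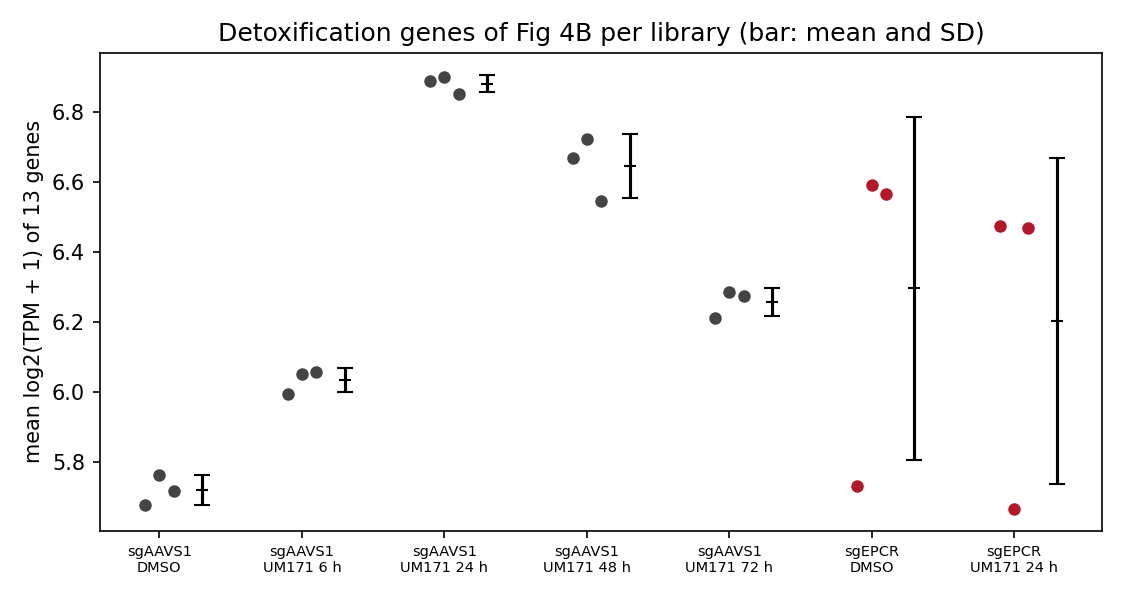
Mean of log2(TPM + 1) over the 13 detoxification genes in each of the 21 libraries (points; sgEPCR in red), with the mean and SD of each group beside them; the vertical axis does not start at 0. The sgAAVS1 libraries rise by 1.16 between DMSO and 24 h, while sgEPCR DMSO replicate 1 and sgEPCR UM171 replicate 2 lie below the other sgEPCR libraries.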

At 24 hours, when detoxification genes become upregulated in an EPCR-dependent manner (Fig 4B and blue rectangle in Fig 3A), ROS levels fall below basal values in a UM171 dose dependent manner reaching their lowest at 125-250nM (bottom left panel, Fig 4A and S7A Fig).

**Fig 4:**
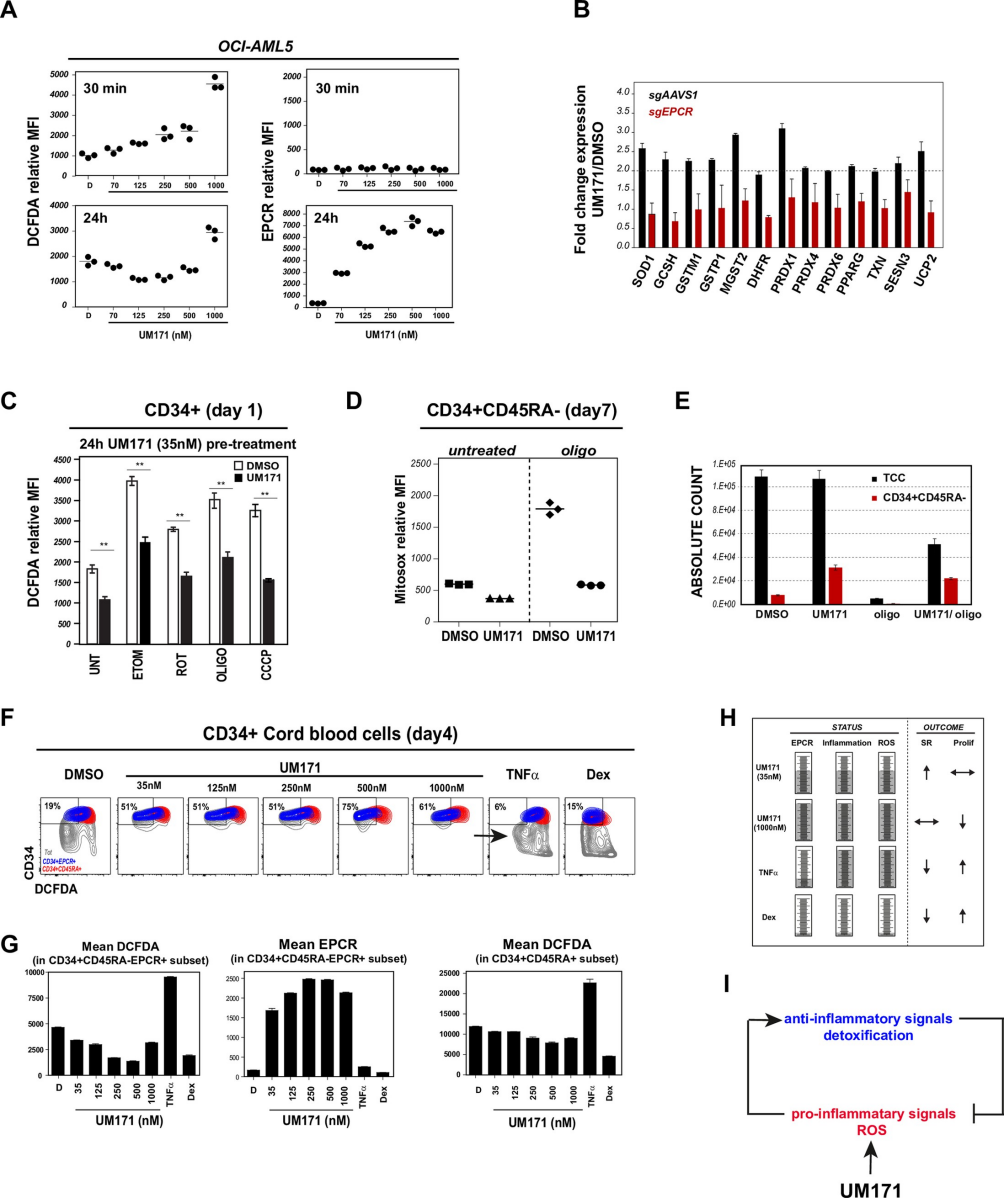
UM171 activates a ROS detoxification program through EPCR. **A:** Assessment of total ROS generation (left panels) in OCI-AML5 cells (as measured by DCFDA relative mean fluorescence intensity) and EPCR levels (right panels) at 30 minutes (upper panels) and 24h (lower panels) after addition of increasing UM171 concentration. **B:** Fold-change in expression of ROS detoxifying enzymes after exposure to UM171 in EPCR wild-type (sgAAVS1, black histograms) or EPCR null (sgEPCR, red histograms) context. **C:** CD34+ cord blood cells were exposed to DMSO or UM171 (35nM) for 24hrs and treated with different ROS-generating agents for 3 additional hours. ROS generation was then assessed by flow cytometry. **D:** CD34+ cord blood cells were exposed for 7 days to DMSO or UM171 (35nM) ± oligomycin. Mitochondrial ROS were then assessed in HSC enriched CD34+CD45RA- subset by flow cytometry using mitosox staining. Total and CD34+CD45RA- absolute cell counts are presented in **E**. **F:** CD34^+^ cord blood cells were cultured for 4 days in presence of DMSO or increasing dose of UM171, or pro-inflammatory cytokine TNFa (10ng/ml) or anti-inflammatory drug dexamethasone (100nM). ROS generation generated in each condition was evaluated using DCFDA staining. Representative FACS profile show ROS production in CD34+EPCR+ (HSC-enriched (blue)) vs CD34+CD45RA+ (progenitors (red)) subsets. **G:** Graphs showing relative ROS (left panel) and EPCR levels (middle) in HSC-enriched subset and ROS levels in committed cells (right panel). **H:** Summary of inflammatory status and effects on self-renewal (SR) and proliferation observed after exposure of different immunomodulatory drugs. **I:** Model depicting UM171-mediated activation of inflammation and subsequent induction of EPCR which in turn restricts excessive inflammation/ROS production.

Most importantly, UM171 also reduced ROS levels in primary CD34^+^ CB cells treated for 24h with various ROS inducing agents such as etomoxir, rotenone, oligomycine, CCCP (Fig 4C). At day 7, when expansion of functionally defined HSCs reaches its maximum [19, 23], steady-state levels of intracellular ROS were significantly blunted by UM171 in CD34^+^CD45RA^-^ cells in the presence of oligomycin (Fig 4D and 4E and S7B Fig) and under mild hyperthermia (S7C Fig). Moreover, a robust protective effect of UM171 treatment on ROS generation was observed most strikingly within the CD34^+^EPCR^+^ population (Fig 4F in blue, and Fig 4G left panel) versus the more mature CD34^+^CD45RA^-^ subset (Fig 4D in red, and Fig 4E right panel). In summary, theses observations strongly indicate that UM171 protects against oxidative stress through EPCR induction.

## Discussion

In this study, we provide insights into how UM171 promotes the expansion of HSCs by coordinating pro- and anti-inflammatory responses. Interestingly, whereas pro-inflammatory cytokines like interferons or TNFa and anti-inflammatory drugs like dexamethasone are unable to establish permissive conditions for HSC expansion in culture, a low dose of UM171 (35nM) has the unique capacity to induce a rheostatic regulation of inflammatory and anti-inflammation/detoxification programs, hence enabling an effective context to promote HSC self-renewal (Fig 4H). This inflammatory response is observed within 6 hours of UM171 treatment and does not appear secondary to pro-inflammatory cytokines such as TNFa. Our results thus suggest that UM171 establishes a dosage-dependent and tightly regulated inflammatory tonus that equally relies on positive regulators such as NFkB and their integration in a negative feedback loop which prevents toxic accumulation of ROS/inflammation that is executed through upregulation of EPCR (Fig 4I). We also show that several of these components are active in cells not exposed to UM171, further extending these observations to HSC self-renewal networks. Future work will determine the mediator(s) of this specific inflammatory response.

Supporting a role for pro-inflammatory signaling in HSC self-renewal, exposure of cord blood cells to immunosuppressors such as glucocorticoids led to a marked reduction of HSC repopulating ability and abolished UM171-driven HSC expansion in a glucocorticoid receptor dependent manner. These observations contradict recent findings showing a beneficial effect of glucocorticoids on HSC engraftment [30]. It is important to note that duration of glucocorticoid exposure was different in the 2 studies. While a 16 hour exposure led to an enhanced HSC engraftment [30], longer treatment as performed in the present study had detrimental effects on HSC function. In line with this, while chronic low doses of the pro-inflammatory TLR ligand LPS dramatically impaired HSC function [31], short-term treatment with higher doses of LPS led to increased HSC multi-lineage repopulation ability [32]. It appears therefore that the effects of inflammation on HSCs activity are dose and time-dependent. Consistent with this, while transient NFkB blockade (6 to 24 hours) enhances *ex vivo* HSC propagation [33], a minimal and critical threshold of NFkB activation is required to maintain HSC homeostasis [34].

Interestingly, HSPCs and committed cells seemed to adapt a distinct inflammatory response upon UM171 treatment. Of interest, many of the differentially modulated genes in primitive cells (such as DUSP4 and BIRC2/3) are known to act as molecular brake in inflammation. It is thus tempting to speculate that HSPCs have established a fine-tuning inflammatory program to mount a robust protective response and avoid self-destructive inflammation. It will be critical in future works to dissect more precisely these inflammatory programs.

In summary, and supporting the work of several ongoing investigations, our current work supports a central role for inflammation in adult stem cell self-renewal, with UM171 providing a favorable state for blood stem cells renewal in which appropriate pro- and anti-inflammatory/detoxifying conditions are achieved.

## Materials and methods

### Human CD34^+^ cord blood cell collection

Umbilical cord blood units were collected from consenting mothers according to ethically approved protocol at Charles-Lemoyne Hospital, Montreal, QC, Canada. Human CD34^+^cord blood (CB) cells were isolated using The EasySep^™^ positive selection kit (StemCell Technologies Cat # 18056). Sorting for more primitive phenotypes was done in additional step using BD Aria II sorter.

### CD34^+^ cell culture

Human CD34^+^ cells were cultured in HSC expansion media consisting of StemSpan SFEM (StemCell Technologies) supplemented with human 100 ng/ml stem cell factor (SCF, R&D Systems), 100 ng/ml FMS-like trysine kinase 3 ligand (FLT3, R&D Systems), 50 ng/ml thrombopoietin (TPO, R&D Systems), and 10 microg/ml low-density lipoproteins (StemCell Technologies).

### Cell Lines

AML cell lines were purchased from the DSMZ German collection of Microorganisms and cell culture (Leibniz Institute) and the ATCC. OCI-AML3 and OCI-AML5 cells were cultured in MEM alpha media with 10% FBS and supplemented with 10 ng/mL of GM-CSF (PeproTech). NB4 and THP-1 cell lines were cultured in RPMI 1640 medium with 10% fetal bovine serum.

### Single cell RNA sequencing, population mapping and data analysis

CD34+ cord blood (CB) cells were cultured for 48h, a timepoint before most cells undergo division. Experimental conditions included either DMSO or two different UM171 concentrations; 35nM, a dose previously established as optimal for HSC expansion [19] as well as 1000 nM. Single-cell RNAseq from each of these cultures was performed on a Chromium Single-Cell Controller (10X Genomics) using the Single Cell 3’ Reagent Kit version 2 according to manufacturer’s instructions. Target cell numbers were 6,000 per condition. Sequencing of the scRNAseq libraries were performed on a NovaSeq device using a S2 (PE 28x91) setup. A standard Cellranger v3.0.1 pipeline was used for read mapping (GRCh38 annotation) and demultiplexing. Subsequent analyses were done in Seurat (v2.3) [35] and included (i) exclusion of cells with less than 1,000 genes or unique molecular identifiers (UMI), (ii) exclusion of cells with more genes or UMIs than the respective means plus 2 standard deviations (likely representing multiplets), (iii) exclusion of cells with more than 6% mitochondrial gene expression (representing apoptotic cells). Expression counts were log-normalized (scale factor 10,000) and scaled including regression on number of UMI’s, cell cycle scores and mitochondrial gene content. Multi-set Canonical Correlation Clustering and tSNE embedding was performed using variable genes (defined by mean.function = ExpMean, dispersion.function = LogVMR, x.low.cutoff = 0.02, x.high.cutoff = 5, y.cutoff = 2) excluding sex-specific genes. Average fold-change and p-values were obtained using the FindMarkers function in Seurat with logFC threshold and min.pct set to zero. Log2 fold-change ranked gene lists were used for subsequent GSEA analyses. Significantly regulated genes were defined by p-values smaller than 0.01 and 1.5-fold down or upregulation, respectively. For visualization purposes (S2B–S2D Fig and Fig 1E and 1G), data imputation was done using MAGIC (https://github.com/KrishnaswamyLab/MAGIC) with t = 1 [36].

Initial population mapping was performed based on expression of the stem and progenitor associated genes *AVP* and *HLF [23]* (see S2B Fig, HSPC panel), of genes indicative of early lymphoid fate (*SPINK2* and *SELL*; LMPP panel) and selective expression of myeloid, erythroid and megakaryocytic markers which were located to the periphery of the t-SNE projection (S2B Fig).

We next ranked cells using a stem-score (S2C Fig, top heatmap) that was calculated by averaging the normalized expression vectors of twelve commonly accepted stem cell specific genes [23, 37–39] (S2C Fig, middle heatmap). As expected, expression of differentiation associated genes anticorrelated with this ranking metric (S2C Fig, lower heatmap). Next, we categorized the top 5% stem-score ranking cells as ‘primitive’ and the lowest 20% as ‘committed’ subsets (Fig 1D, bottom). Notably, t-SNE representation of these designated populations recapitulated a clear spatial distinction between HSPCs in the top central (Fig 1D, in red) and committed/differentiated populations in the lower periphery of the projection space (Fig 1D, in blue). Albeit with small changes in frequency compared to the combined dataset, primitive and committed populations distributed well into all three experimental conditions (Fig 1D, middle panel).

### Flow cytometry analysis

Mouse anti-human antibodies were used to detect CD34 (APC or BV421- BD Biosciences), CD45RA (PE- BD Biosciences), CD86 (PerCP-eFluor710- eBioscience), CD90 (PECY7- BioLegend), and EPCR (APC-BioLegend). Flow cytometry acquisitions were performed on a Canto II cytometer (BD Biosciences) and data analysis was performed using FowJo software (Tree Star, Ashland, OR, USA) and GraphPad Prism software. Dead cells were excluded using 7AAD staining.

### Transplantation assays

All experiments with animals were conducted under protocols approved by the University of Montreal Animal Care Committee. EPCR cell subsets purified from uncultured or expanded CD34^+^CD45RA^-^ CB cells were transplanted by tail vein injection into sub-lethally irradiated (250 cGy, <24 hr before transplantation) 8 to 16-week-old female NSG (NOD-Scid IL2Rgnull, Jackson Laboratory) mice. Human cells NSG-BM cells were collected by femoral aspiration or by flushing the two femurs, tibias and hips when animals were sacrificed at week 26.

### Nitric oxide production

Intracellular NO was measured after staining for cell surface markers, by incubation of cells for 15 min at 37°C with 10 microM DAF-FM diacetate followed by extensive washes, according to the manufacturer's instructions (Molecular Probes).

### Cytokine assays

Cytokine levels in day 4 DMSO or UM171-exposed CD34+ cord blood cultures were measured using the LEGENDplex Human Inflammation Panel (13-plex) according to manufacturer’s instructions. Data was analyzed using the LEGENDplexTM Data Analysis Software. In some conditions, cytokines secretion was also assessed after 4 hours PMA/ionomycin (20 ng/ml, 500 ng/ml) stimulation.

### Drugs

Dexamethasone (Dex), EVP (NFKB inhibitor), Forskolin, IBMX, db-cAMP, etomoxir, oligomycin, rotenone and CCCP were purchased from Sigma. SP600125 (JNK inhibitor) were purchased from selleckchem and cyclosporine A (CsA) were purchased from Cayman.

### shRNA and sgRNA vectors

shRNA vectors against EPCR and NR3C1 were reported previously [23, 40] respectively). 3 different sgRNA against EPCR were designed (sg1: ACAGCCCAGGAAGCAGCGGA; sg2:GGTGAAGGTGACCACTCCGG; sg3: GGGACACCTAACGCACGTGC).

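Each guide matches 1 site in GRCh38 exactly, within PROCR on chromosome 20, and each site is followed by an NGG motif. Guide sg1 lies on the minus strand from 35176180 to 35176199 in exon 3, with the motif TGG, and the reference around it reads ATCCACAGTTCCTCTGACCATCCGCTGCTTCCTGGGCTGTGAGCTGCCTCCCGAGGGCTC. Guide sg2 lies on the minus strand from 35176318 to 35176337 in the same exon, with the motif AGG. Guide sg3 lies on the plus strand from 35174784 to 35174803 in exon 2, with the motif TGG. The expected cut sites leave 337, 475 and 169 coding bases upstream for sg1, sg2 and sg3, of a coding sequence of 714 bases. Sites with mismatches were not searched.

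**Figure D5:**
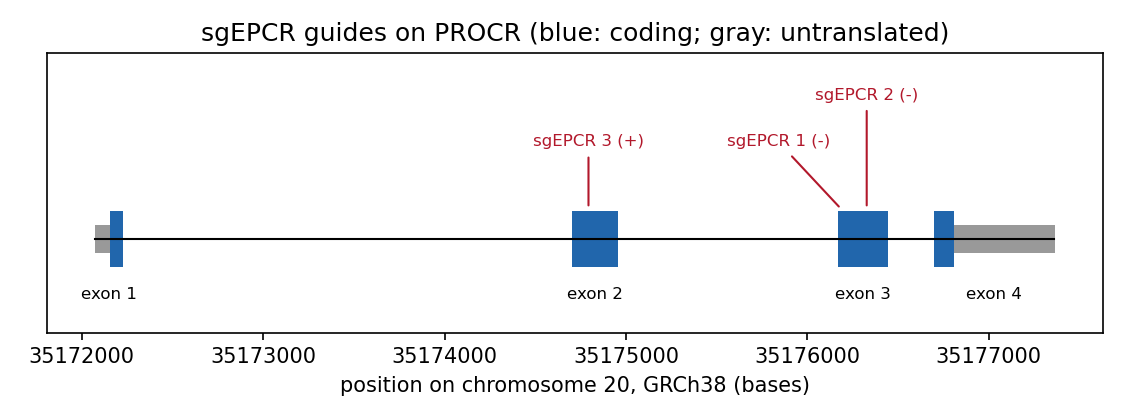
Exons of PROCR on chromosome 20 of GRCh38, with coding sequence in blue, untranslated sequence in gray and the position and strand of each guide in red. Guide sg3 lies in exon 2, and sg1 and sg2 lie in exon 3.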

### Bulk RNA sequencing and data analysis

3–5 x 10^5^ cells were FACS sorted from day 7 cultured cord blood derived CD34^+^ HSPCs and preserved at -80 C in TRIzol Reagent (Thermo Fisher Scientific Cat # 15596026). cDNA libraries were constructed according to TruSeq Protocols (Illumina) and sequencing was performed using an Illumina HiSeq 2000 instrument. Gene expression statistics were obtained using the kallisto/sleuth analysis pipeline (https://pachterlab.github.io/sleuth/about) and the GRCh38 version 84 annotation. Differential gene expression was determined using sleuth p-values and fold-change in transcripts per million (TPM) values as designated. GSEA analysis was done using the fgsea R package and the full Molecular Signatures Database (MSigDB, Broad Institute).

### Accession codes

Gene Expression Omnibus: GSE57561, GSE138487 and GSE138680

## Supporting information

S1 Fig UM171 induces upregulation of EPCR and CD86 in leukemic cell lines. **A:** Representative FACS profiles of CD86 and EPCR co-expression in monocytic derived cell lines exposed to DMSO or UM171 (500nM) for 24h. Various myeloid derived cell lines were screened for the upregulation of both EPCR and CD86 in response to UM171. Among them, acute myeloid leukemia cell lines OCI-AML3 and OCI-AML5 (FAB M4), promyelocytic leukemia NB4 (FAB M3) and monoblastic leukemia THP-1 (FAB M5) are shown. Note that OCI-AML5 cell line was used for all further studies as it shows the most consistent and highest response to UM171. **B:** Dose response curves for UM171-induced EPCR (upper panel) and CD86 (lower panel) expression in each cell lines (relative mean fluorescence intensity was assessed by flow cytometry). Data are expressed as mean ± SEM of 3 independent experiments.
(TIF) Click here for additional data file.

S2 Fig UM171 exposure correlates with inflammation signature in CD34+ cells. **A:** Experimental design to identify UM171 induced transcriptomic changes in single CD34+ cord blood cells. **B:** Combined t-SNE projections (grey dots) of a total of 16,669 CD34+ CB cells treated with either DMSO or two different doses of UM171 (35 and 1000 nM). Cell populations were identified by key marker expression and are plotted on top of t-SNE map. HSPC: hematopoietic stem and progenitor cells; LMPP: lymphoid primed multi-potent progenitors; mono/dendritic: mature monocytic/dendritic cells; neutro: neutrophils, eo/ba/mast: eosinophils/basophils/mast cells; erythro: erythoid cells; mega: megakaryocytic cells. Cellular phenotypes in the central t-SNE projection space exhibited less discrete but more transitionary gene expression patterns (not shown), consistent with intermediate differentiation states and progressive lineage specification. **C:** Heatmap of stem cell associated genes across 16,669 cells used for calculation of a stem score, and selected differentiation genes. Bar plot (bottom) represents the cutoff for categorization into primitive and committed cell subsets. **D**: t-SNE heatmap of representative inflammatory genes B2M and HLA-A; imputed data (MAGIC). **E**: GSEA enrichment of selected inflammation associated genesets.
(TIF) Click here for additional data file.

S3 Fig Impact of high dose UM171 exposure on HSPC. **A:** GSEA enrichment summary indicating a selective cell cycle blockade in the primitive cell subset treated with 1000 nM UM171 (upper panel). Violin plots of distributions of expression levels of cell cycle gene MKI67 (lower panel). Note the selective reduction of MKI67-expressing cells in primitive UM171 (1000nM) treated subset (imputed single cell expression data). **B:** CD34^+^ cord blood cells were cultured for 4 days in presence of DMSO or UM171 (35nM and 1000nM). Percentage of CD34+CD45RA- HSC enriched subset are shown in upper panel. Cell division of CD34+CD45RA- subsets was assessed using CFSE staining method (lower panel). Graph show % of cells in each generation. **C:** CD34^+^ cord blood cells were cultured for 7 days in presence of DMSO or UM171 (35nM and 1000nM). CD34+CD45RA- enriched HSC cell count were assessed before transplantation. **D:** Day 7 cultures exposed to DMSO or UM171 (35nM and 1000nM) were transplanted in immunocompromised NSG mice (outcome of 2 CRU). Human CD45 engraftment was assessed at 20 wks post-transplantation. Note that high dose of UM171 affect its capacity to expand HSCs with long-term repopulating activity.
(TIF) Click here for additional data file.

S4 Fig UM171 inflammatory response is not recapitulated by pro-inflammatory agonists TNF and IFN. **A:** Expression trajectories of interleukin, chemokine, interferon, TNF and TGFb family members in DMSO versus UM171 (35nM) treated CD34+ cord blood cells. Gene family annotations were downloaded from HUGO gene nomenclature committee (www.genenames.org). **B:** Amounts of pro-inflammatory cytokines IL1b, TNFa, IFNa2 and IFNg were measured by flow cytometry (LegendPlex) in day4 DMSO or UM171 exposed CD34+ culture media. Note that secretion of these pro-inflamatory cytokines were not induced by UM171 even after PMA/ionomycin stimulation. **C:** CD34^+^ cord blood cells were cultured for 4 days in presence of DMSO or UM171 (35 and 1000nM), or pro-inflammatory cytokine TNFa (10 and 50ng/ml) or IFNg (10 and 50ng/ml). CD34, EPCR and CD86 surface expression were assessed by flow cytometry. Representative FACS profile (upper panels) showing % of CD34+EPCR+ and CD34+CD86+ subsets and absolute counts (lower panels) of indicated populations in each condition.\
(TIF) Click here for additional data file.

S5 Fig Immunosuppressors abolish UM171 inflammatory response in leukemic cell lines. **A:** Modulation of EPCR mRNA levels in response to NFKB inhibitor in enriched HSC subset. Data shown represent mean fold change in EPCR expression (± S.E.M.) of sorted CD34+CD45RA^-^ cells cultured for 48h in presence of DMSO, UM171 (35nM), NFKB inhibitor (EVP4593, 100nM) and UM171 + EVP4593 (representative of 2 independent specimen done in quadruplicates). **B:** Representative FACS profile (upper panel) and inhibition curves (lower panel) of UM171 mediated EPCR and CD86 induction after dexamethasone treatment. Data are shown as mean ± SEM for 2 independent experiments. **C:** GR knockdown was performed in OCI-AML5 cells. Transduced cells were exposed to DMSO, UM171 (250nM) or UM171 (250nM)/Dex (100nM) and EPCR and CD86 expression were evaluated by flow cytometry. Representative FACS profiles are shown in left panel and inhibition response to dexamethasone are presented in right panel. Data are shown as mean ± SEM for 2 independent experiments. **D:** Percentage of UM171 induced CD86^+^ EPCR^+^ OCI-AML5 cells after 2 days treatment with following immunosuppressive drugs: (JNK inhibitor (SP600125, 200nM), NFKB inhibitor (EVP4593, 100nM), cyclosporine A (10nM).
(TIF) Click here for additional data file.

S6 Fig cAMP elevating agents abolish UM171 inflammatory response in CD34+ cells. **A:** CD34^+^ cord blood cells were exposed to UM171 (35nM) in presence or absence of the indicated cAMP elevating agents (adenylate cyclase activator Forskolin (10microM), phosphodiesterase inhibitor IBMX (200microM) and cell permeable cAMP analog db-cAMP (100M)), cells were then assessed by flow cytometry for UM171 induced expression of expression of CD34, EPCR and CD86. Data show representative FACS profiles of 3 independent experiments.
(TIF) Click here for additional data file.

S7 Fig UM171 prevents oligomycin and hyperthermia-induced ROS elevation in CD34+ cells. **A:** OCI-AML5 cells stably expressing Dox-inducible MitoTimer vector were exposed to increasing doses of UM171 for 24hrs and treated with Dox for 3hrs. Cells were the analysed by flow cytometry. Data show representative dot-plot profile of MitoTimer expressing cells (y-axis, green channel; x-axis, red channel). Note that while low dose of UM171 (125 to 500nM) reduces signals in red channel (consistent with lower ROS and improved mitochondrial quality), high dose of UM171 (above 1microM) increase ROS level (enhanced red signal). **B:** Representative FACS profile of ROS production at day 7 in CD34+ cells exposed or not to UM171± oligomycin. **C:** CD34+ cord blood cells were exposed for 7 days to DMSO or UM171 (35nM) in mild hyperthermia condition. Mitochondrial ROS were then assessed in HSC enriched CD34+CD45RA- subset by flow cytometry using mitosox staining.
(TIF) Click here for additional data file.

S1 Table AML5 and CD34+ Transcriptome and single cell RNAseq data. 

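The sheets of S1 Table for Figs 1A and 3A list expression values per gene and replicate, with the genes in the heat-maps as entries. The sheets for Fig 1F list the genes of the Hallmark inflammatory response and TNFA signaling sets with average values per treatment in primitive and committed cells. As read here, the sheet for Fig 1A shows 1996 genes with 1085 further entries left out, and the sheet for Fig 3A shows 1172 genes with 673 left out, while the entries of the sheet of NFkB targets were not used. Each replicate column was compared with the deposited TPM of the library of the same condition and number. Across 1961 genes of the Fig 1A sheet, Pearson's r was 0.993 for DMSO replicate 1. Genes are not independent replicates.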

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

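RNA was sequenced from 21 OCI-AML5 libraries in 7 conditions of 3 libraries each: DMSO and UM171 for 6, 24, 48 and 72 h, and sgEPCR cells in DMSO and in UM171 for 24 h. The DMSO and UM171 24 h libraries are also the sgAAVS1 controls of Fig 3, a mapping taken from the labels and from S1 Table, whose replicate columns matched the libraries of the same number. The labels and the paper differ on the dose (500 against 250 nM) and on the time of the DMSO libraries (72 h against 0). The cord blood, flow cytometry and single-cell experiments were not analysed here.

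For each library, the authors deposited RSEM's expected counts per gene, without normalization, in which reads shared between genes are split. The authors also deposited TPM, which RSEM divides by effective length and scales to the same total in each library, and the transcript length of each gene, another column that was not used as a measurement. The methods name kallisto, sleuth and annotation version 84 of GRCh38 for the paper's statistics. The 45 entries of the Y pseudoautosomal regions were summed with their X counterparts, which left 58174 gene identifiers, 57392 of them with a symbol. Totals ranged from 24.3 to 51.5 M counts per library with a median of 33.9 M. The smallest signal considered was 3 counts, and this floor covers counting error only.

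Expected counts were rounded and analysed with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization, and the quasi-likelihood test of glmQLFit and glmQLFTest, using Benjamini-Hochberg adjustment over all tested genes. Time course contrasts came from a fit of 15 libraries and sgEPCR contrasts from a fit of 12. A gene was counted at an adjusted p under 0.0001 and a change over 2-fold. Standard errors are the absolute log2 fold change divided by the square root of F. Where a low count makes the quasi-likelihood p smaller than a Poisson test allows, edgeR reports the Poisson p. Gene set enrichment used fgsea 1.28.0 with a fixed seed of 1 and the gene lists in S1 Table. The mean of log2(TPM + 1) over the detoxification genes was compared with two-sided exact permutation tests, which cannot go below p = 0.1 for 3 libraries against 3. Correlations between responses are across genes and carry no p. Figures and tables used Python 3.11.15 and matplotlib 3.10.9.

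The pipeline was tested on simulated data with 200 changed genes. In the time course design (16061 genes) edgeR, DESeq2 and limma each recovered all 200 with 0 false calls, as did edgeR for the interaction (15503 genes). With a GC trend added to 2 libraries, 14 of 200 were recovered without a correction and 200 with one. The simulated spread between replicates was below the common coefficient of variation of the time course fit (0.0565) and of the Fig 3 fit (0.187). All simulated changes were above the 2-fold limit, in genes outside the lowest expressed. Full recovery therefore does not tell how the pipeline performs at the spread of the sgEPCR libraries or for smaller changes.

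The genes named in the text were set by a rule fixed before the data were examined: every gene the paper names for OCI-AML5 RNA, the genes it names for cord blood (for other observations only), and the 3 largest rises and falls at 72 h and for the interaction among genes past the threshold. The last also needed an average log2 CPM above 2 and no overlap between the groups (72 h), or all same-numbered sgEPCR differences beyond those of sgAAVS1 (interaction). Alternatives set before the data were examined were DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1), upper quartile and total count scaling, other filters on low counts (at least 10 counts in every library, or none), other sets of libraries in the fit, the replicate number as a block, leaving out each library, other thresholds, and other rankings and tests for gene sets. For the detoxification genes they were a pseudocount of 0.1, TMM log2 CPM, and the median. Alternatives chosen after seeing the data were a crossed block, offsets for GC content alone and with the replicate block, and fits without the 2 libraries with over 20% mitochondrial counts or without the mitochondrial genes. The smoothing span of the GC offsets was 0.3. DUSP4, TNF, IFNG and IFNA2 had too few counts to be tested. Values of some single genes that the rule covers are not reported here.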

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

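Apart from the checks of low counts and of lowered values at 6 h, the expected outcomes of the tests in this part and in the other observations were written down only after their results had been seen.

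The response to UM171 differed between sgEPCR and sgAAVS1 cells for 1236 genes by a test of the interaction. Of the 32 ways to exchange genotypes that were counted, 1, the real one, gave as many genes, and the largest other count was 497. That count came from exchanging all UM171 libraries, which measures the genotype difference over both treatments. The other exchanges mix genotypes within groups, so any genotype difference raises the spread and lowers the count. This comparison therefore cannot decide whether the interaction arose by chance. With GC offsets 2074 genes passed, 1105 of them shared with the 1236, and the log2 differences had r = 0.999 across genes with those without offsets. The offsets remove the trend of each library relative to the mean of the libraries, so a trend with GC content made up little of these differences. The replicate number as a block left 0 genes (5018 at an adjusted p under 0.05 and 6894 at an unadjusted p under 0.05), and that block pairs sgEPCR libraries whose deviations ran in opposite directions for replicates 1 and 2 (r = -0.61 and -0.61) and in the same direction for replicate 3 (r = 0.45). The controls were labelled 72 h in sgAAVS1 and 24 h in sgEPCR cells. With no library shared, the difference between 24 h and 72 h of UM171 had r = 0.25 across genes with the difference between sgEPCR and sgAAVS1 cells in DMSO. The part of the interaction that lies in the DMSO libraries therefore cannot be told apart from the culture time of the controls. The UM171 libraries of both genotypes are labelled 24 h, and there 709 genes differed (1 in a fit of those 6 libraries alone and 58 with limma), with an NES of 2.38 for TNFA signaling (permutation p = 1.1e-14).

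By the same interaction, the NES was 1.77 for the inflammatory response and 2.25 for TNFA signaling. Of the genes the paper names, the difference in log2 fold change was 2.65 for IL1B, 1.14 for CD86, -3.06 for PROCR, -1.95 for SOD1, 2.56 for PTGS2, 6.65 for IL33, 1.81 for NFKB2 and 4.63 for FOSB. IL33 was at or under 3 counts in every DMSO library, so that its difference is not a measured size. All 13 detoxification genes had a smaller response in sgEPCR cells, each at an adjusted p under 0.05 in the reported fit but not with every alternative. Between the UM171 libraries alone, which do not involve the controls, sgEPCR cells differed by 4.39 for FOSB, 4.00 for IL33, 1.8 for NFKB2, 1.92 for PTGS2, 1.27 for IL1B, -0.81 for CD86, -2.63 for PROCR and -0.38 for SOD1, each with an edgeR adjusted p under 0.05. Between the DMSO libraries FOSB (-0.24, adjusted p = 0.43) and NFKB2 (-0.0069, adjusted p = 0.99) did not differ at that limit. The difference in response of FOSB and NFKB2 thus lay mostly between the UM171 libraries. Effects of genotype and culture time could still cancel between the DMSO libraries, so culture time is not excluded. IL1B (-1.38), CD86 (-1.95), PTGS2 (-0.64), PROCR (0.42) and SOD1 (1.57) differed in DMSO. The r of 0.25 across genes does not test single genes. Between 24 h and 72 h of UM171, CD86, PTGS2, PROCR and SOD1 differed in the direction seen in DMSO. IL1B hardly differed there (log2 fold change 2.66 at 24 h and 2.61 at 72 h). Those times also differ in UM171 exposure, so the DMSO part cannot be told apart from culture time.

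Outside the genes the paper discusses, the largest differences in response were sought among genes past the threshold with an average log2 CPM above 2 and with each same-numbered sgEPCR difference beyond those of sgAAVS1. They were rises of 8.54 for HMOX1, 7.00 for TNFSF14 and 6.30 for SLAMF7, and falls of -4.38 for MPO, -4.05 for BCL11A and -3.97 for UGT3A2. HMOX1 was 49.2 ± 6.45 TPM in sgAAVS1 DMSO, 3.19 ± 0.337 TPM in sgAAVS1 UM171, 0.807 ± 0.539 TPM in sgEPCR DMSO and 24.0 ± 15.8 TPM in sgEPCR UM171 (SD, n = 3). In the UM171 libraries, both labelled 24 h, the mean TPM in sgEPCR against sgAAVS1 cells was 11.0 against 0.923 for TNFSF14, 33.0 against 10.8 for SLAMF7, 0.737 against 5.25 for MPO, 4.60 against 28.8 for BCL11A and 10.9 against 21.4 for UGT3A2. The part of each difference that lies in DMSO cannot be told apart from the culture time of the controls. The r of 0.25 across genes does not test this for single genes.

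The genotypes were also compared in DMSO alone, where 452 genes differed, 228 higher and 224 lower in sgEPCR cells. From a fit of those 6 libraries alone 1 gene passed, and of the 4 splits that part as many same-numbered pairs 1 gave as many, a design that cannot give a share under 0.05. The 13 detoxification genes, of which 1 is among the 452, were all higher in sgEPCR cells, with a median of 1.01 on the log2 scale. The median was 1.04 with GC offsets, 0.76 with total count scaling, which shifts the median of all genes by -0.25, and 0.98 without the 2 libraries with high mitochondrial counts. By the mean of log2(TPM + 1) over the genes, an exact permutation test of 3 libraries against 3 gave p = 0.2. All 13 were higher in each of these fits and with upper quartile scaling. Scaling and those 2 libraries do not fully account for the difference, and a trend with GC content made up little of it. Culture time is a candidate explanation, since 12 of the 13 were higher at 24 h than at 72 h of UM171. The paper shows these genes for their rise at 24 h, so this cannot be told apart from a difference due to EPCR.

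In sgEPCR DMSO replicate 1, 35.9% of counts were mitochondrial, and in sgEPCR UM171 replicate 2, 32.2%, against at most 13.5% in the other 19 libraries. The log2 deviations of their genes from the group mean had r = -0.42 and -0.60 with GC content, against at most 0.209 in size in the time course. Deviations within a group sum to 0, so the other libraries of these groups mirror them. A bias related to GC content therefore remains. Their totals of 28.0 and 30.6 M lie within the 24.3 to 51.5 M of the others, so depth does not separate them. Without the mitochondrial genes 1231 genes differed in response, a count that leaving them out could hardly move, so the spread cannot be told apart from an effect of these transcripts. On the 92 genes most induced in sgAAVS1 cells, sgEPCR DMSO replicate 1 scored -2.30, with its group (-2.44 to -2.30) and apart from sgEPCR UM171 (0.40 to 0.49), which goes against an exchange of DMSO and UM171 labels. This score does not test the numbering within sgEPCR cells. There the deviations of DMSO replicate 1 had r = 0.69 with those of UM171 replicate 2, and DMSO replicate 2 had r = 0.53 with UM171 replicate 1, against -0.61 and -0.61 for the same numbers, so crossed numbering cannot be told apart from a bias shared by these libraries. No condition separates these 2 libraries from the others of their groups, and no biological explanation was tested.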

How the results depend on the processing

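In this part, the crossed block, the GC offsets, and the fits without the 2 libraries with high mitochondrial counts or without the mitochondrial genes were chosen only after the results had been seen. Of 2829 values of 108 results for single genes, 2703 kept their direction and their side of an adjusted p of 0.05, and 77 were weaker, 28 stronger and 21 reversed; 75 of the 108 results changed under no alternative that was run. Of 249 values of the numbers of genes past the threshold, 183 stayed within 1.5 times the reported number. Of 247 NES values, 242 kept direction and side. The cause of the changes below was not tested except where a value is given for it.

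Leaving out 1 library at a time gave 998 to 1179 genes at 6 h, 2069 to 2317 at 24 h, 2514 to 2713 at 48 h, 3192 to 3480 at 72 h and 4376 to 4790 at any time point. It gave 1130 to 1813 genes in sgEPCR cells, 617 to 1720 for the interaction, 176 to 678 between the genotypes in DMSO and 319 to 853 in UM171. Each NES kept its direction in these fits, for example 1.14 to 1.22 for the inflammatory response at 6 h. The mean change of the detoxification genes in sgEPCR cells lay between -0.38 and 0.17. Both extremes leave out 1 of the 2 libraries with high mitochondrial counts, and without both it was -0.11. The difference between the genotypes is computed from same-numbered differences, so leaving out a library also leaves out the library of the same number, and it then lay between -1.67 and -0.84.

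With limma on log2(TPM + 1) the counts were 587, 1262, 1638 and 2264 at the 4 time points, 3121 at any, 270 in sgEPCR cells, 29 for the interaction, and 12 and 58 between the genotypes in DMSO and UM171. With an adjusted p under 0.05 and no minimum fold change they were 10331, 11554, 11940, 12575, 15495, 8282, 7158, 5359 and 6842 in the same order. With DESeq2 there were 2540 genes in sgEPCR cells, 2571 for the interaction, 1066 in DMSO and 1484 in UM171. With all 21 libraries in a single fit these were 2509, 2426, 987 and 1365. Total count scaling gave 424 for the interaction, 207 in DMSO and 296 in UM171. With only the 2 groups compared, 60 genes passed in sgEPCR cells, 1 in DMSO and 1 in UM171. The replicate block gave 114 in sgEPCR cells and 0 for the interaction (5018 at an adjusted p under 0.05 and 6894 at an unadjusted p under 0.05).

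Among alternatives chosen after seeing the data, the crossed block gave 2800 for the interaction. Without the 2 libraries with over 20% mitochondrial counts, 2567 genes passed in sgEPCR cells, 3120 for the interaction, 1064 in DMSO and 1616 in UM171. GC offsets gave 2074, 757 and 1133 for the last 3, and with the replicate block 849 in sgEPCR cells and 168 for the interaction. The common coefficient of variation was 0.187 in the reported fit, 0.141 with GC offsets and 0.0411 without the 2 libraries. The spread between these libraries thus bears on the counts.

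Scaling also moved directions. Rises made up 67.7% of the changes in sgEPCR cells (1112 against 530) and 87.0% with total count scaling (978 against 146). They made up 46.4% for the interaction (573 against 663), 59.9% with upper quartile scaling (735 against 493) and 63.4% with total count scaling (269 against 155). In DMSO the share was 50.4% and fell to 30.9% with total count scaling (64 against 143). With total count scaling the median of all genes was 0.20 at 6 h, 0.16 in sgEPCR cells and 0.12 for the interaction. It was -0.25 in DMSO and -0.13 in UM171. With upper quartile scaling it was 0.12 at 6 h and 0.12 for the interaction. With TMM the median was 0.0097 at 6 h, -0.013 in sgEPCR cells and -0.025 for the interaction. It was 0.00033 in DMSO and -0.022 in UM171.

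Ranking by the signed F statistic reversed TNFA signaling at 6 h (NES -1.44) and weakened the inflammatory response at 24 h (1.19). By camera, in signed -log10 p, TNFA signaling was -0.70 at 6 h and 0.66 at 24 h. With at least 10 counts in every library the inflammatory response at 6 h rose to 1.3 (permutation p = 0.049), over a range of permutation p from 0.049 to 0.29 among fgsea runs that kept all libraries, and fgsea returned no NES for TNFA signaling at 6 h. Spearman's rho in place of r for the sgEPCR response was 0.40 with the 6 h response, 0.18 with 24 h, 0.33 with 48 h and 0.44 with 72 h.

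Among the weaker values with limma on log2(TPM + 1) were the differences in response of CD86 (0.21), NFKB2 (1.88), GSTM1 (-1.41), GSTP1 (-1.64), PRDX1 (-1.39), PRDX4 (-1.05), PRDX6 (-0.82), PPARG (-0.53) and SESN3 (-0.66). The reversed values of single genes were small. SOD1 at 6 h was -0.024 without a filter, -0.067 with GC offsets, -0.065 with GC offsets and the replicate block, and -0.019 to 0.045 without single libraries. SOD1 at 72 h was -0.011 with GC offsets, with and without the replicate block. FOSB at 24 h was -0.014 with upper quartile scaling, -0.0024 without the mitochondrial genes and -0.19 to 0.24 without single libraries, and FOSB at 6 h was 0.036 with limma. In sgEPCR cells MGST2 was 0.069 with total count scaling, 0.16 with limma, 0.0093 without the 2 libraries and -0.26 to 0.090 without single libraries, PRDX6 was 0.096 with limma, and SESN3 was -0.061 to 0.40 without single libraries. The differences between genotypes in a single treatment were not run with the replicate block, which the genotypes do not share. Low counts limit IL33, DUSP4, TNF, IFNG and IFNA2.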

Differences from the paper's values

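The comparisons in the last paragraph of this part were chosen only after the results had been seen, and the alternatives are those set before the data were examined. The list for Fig 1A in S1 Table holds 3081 genes, the paper's number, against 4761 genes changed at any time point here. Of the alternatives, those within 1.5 times the paper's number were limma on log2(TPM + 1) with 3121, at least 10 counts in every library with 3816, all 21 libraries in a single fit with 4010, the replicate block with 4587, the fold change of mean TPM with 4621, and fits without a library of DMSO (4376 to 4423), of 72 h (4598 to 4608), or of 24 h replicates 1 and 2 (4601). DESeq2 (4808), upper quartile (4829) and total count scaling (4863), no filter (5605), an adjusted p under 0.05 alone (15495) and the other fits without a single library were not.

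The NES of the inflammatory response was 1.78 at 24 h against the paper's about 1.6 in Fig 1C, read by eye, and 1.89 at 72 h against about 1.8. At 24 h none of these alternatives closed the gap, with values from 1.19 to 1.83. At 72 h the fits without a DMSO library came within 0.05 of the paper's value, and the other alternatives did not. The gene list used here came from the S1 Table sheet for Fig 1F, while the methods name the full Molecular Signatures Database and kallisto. No alternative varied the gene list or the quantification, so either could underlie the gap.

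For IL33, S1 Table gives the paper's TPM as 0.322 ± 0.0831 (SD) in sgAAVS1 DMSO against 0.0133 here, 0.486 ± 0.217 in sgAAVS1 UM171 24 h against 0.173, and 0.248 ± 0.242 in sgEPCR DMSO against 0. At 6 h the paper's value is about 0.7 in Fig 3C, read by eye, against 0.08 here. None of these alternatives changes a TPM. The other TPM values and each fold change read from Fig 4B did not differ by these limits.

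The paper places the activation of the inflammatory program at 6 h, where the NES here was 1.21 (permutation p = 0.088) for the inflammatory response and 0.73 (p = 0.95) for TNFA signaling. The former is close to the paper's about 1.2 in Fig 1C, read by eye, and IL1B (0.87) and CD86 (1.21) were higher at 6 h with edgeR adjusted p of 1.1e-06 and 2.9e-08. The former passed p = 0.05 with at least 10 counts in every library (1.3, permutation p = 0.049). The paper places the strongest changes at 48 to 72 h. Here too the numbers of changed genes (2722 and 3455), the NES of both sets, and the levels of IL1B and CD86 were highest at 48 or 72 h, whereas the detoxification genes had a median log2 fold change of 1.08 at 24 h and 0.19 at 72 h, and PROCR and SOD1 were highest at 24 h. Fig 3C marks IL33 and NFKB2 as unchanged by UM171 in sgAAVS1 cells at 24 h, whereas in the time course fit the log2 fold change was 3.06 (adjusted p = 0.0015), from 5 to 10 counts per library, and 0.22 (adjusted p = 0.0080). In the fit of the Fig 3 libraries IL33 had 3.09 (adjusted p = 0.0087) and NFKB2 had 0.23 (adjusted p = 0.41). With limma on log2(TPM + 1) IL33 had 0.21 (adjusted p = 0.094) and NFKB2 had 0.14 (adjusted p = 0.35). The added 1 exceeds the 0.173 TPM of IL33 at 24 h, which shrinks its change on that scale. With all 21 libraries in a single fit NFKB2 had 0.23 (adjusted p = 0.27). Both genes stayed under an adjusted p of 0.05 with DESeq2 and with upper quartile and total count scaling.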

Other observations

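As in the first part, the expected outcomes of the tests below were written down after their results had been seen, except for the checks of low counts and of lowered values at 6 h.

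Counts of genes were compared with other splits of the same libraries. In fits of only the 6 libraries compared, 1 of the 4 splits that part as many same-numbered pairs, the real one, gave as many genes at 6 h (1025), 24 h (2117), 48 h (2276) and 72 h (3253), in sgEPCR cells (60), and between genotypes in UM171 (1). The largest count of the other splits was 0 at each. A share under 0.05 cannot arise from 4 splits, so these comparisons do not settle the matter by themselves. For any time point 1 of 60 splits gave as many genes, with 2791 in the largest other.

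At 6 h 96.3% of the changes were rises. The share was 98.8% with total count scaling, 96.6% with GC offsets and 91.5% among the 376 changed genes above an average log2 CPM of 3, so that low counts do not fully account for it. The other scalings raise the median of all genes at 6 h from 0.0097, to 0.20 with total count and 0.12 with upper quartile scaling. They could not have lowered the share. With the 6 h libraries lowered by the size of the shift from total count scaling instead (-0.19), 819 genes rose and 124 fell, a share of 86.9%. A scaling error of this size thus does not fully account for the rises. Among genes with an adjusted p under 0.05 and no minimum fold change, 50.3% rose. The DMSO libraries are labelled 72 h, and a difference in culture time was not tested as a source of the rises.

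The 24 h response of sgEPCR cells had its highest correlation with the 72 h sgAAVS1 response. Pearson's r across 15785 genes was 0.41 with 6 h, 0.32 with 24 h, 0.51 with 48 h and 0.54 with 72 h, and genes are not independent replicates. By Spearman's rho 6 h (0.40) came before 48 h (0.33) and 24 h (0.18), so the order of the other time points depends on the measure. With GC offsets the highest r was 0.54, again with 72 h, and the values hardly moved. By the labels, only the 72 h sgAAVS1 libraries share the time of their DMSO libraries, as the sgEPCR libraries do. The order cannot be told apart from the culture time of the controls, for which the r of 0.543 with 72 h gives no test.

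The largest changes at 72 h among genes past the threshold, with an average log2 CPM above 2 and no overlap between the groups, were rises of KRT15, GZMB and TCN1 and falls of NAPSB, TIFAB and DCANP1. KRT15 had 0 counts in each DMSO library and 42.7 ± 3.61 TPM at 72 h (SD, n = 3), at least 372-fold higher. GZMB had at most 1 count in DMSO and 167 ± 7.22 TPM, at least 1033-fold higher. TCN1 rose by 10.10 on the log2 scale. NAPSB changed by -7.14, TIFAB by -4.27 and DCANP1 by -3.66.

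Among genes the paper names for cord blood cells, PDE4B (log2 fold change 4.18), BST2 (1.71), BIRC3 (1.45), B2M (1.23) and HLA-B (0.75) were higher at 72 h in OCI-AML5 cells, as were TNFSF10 (0.38), JAML (0.34) and NR3C1 (0.25), while MKI67 (-0.57), BIRC2 (-0.37) and TIPARP (-0.19) were lower, each with an edgeR adjusted p under 0.05. At 24 h TIPARP (1.39) and MKI67 (0.24) were higher and JAML (-0.90), HLA-B (-0.27) and TNFSF10 (-0.25) lower at that limit, opposite to 72 h. The fall of TIPARP at 72 h was not past it with upper quartile (adjusted p = 0.097) or total count scaling (adjusted p = 0.14), with at least 10 counts in every library (adjusted p = 0.080) or with limma (adjusted p = 0.46). The rise of TNFSF10 at 72 h was not past that limit with all 21 libraries in a single fit (0.39, adjusted p = 0.063). TNF had at most 3 counts in any library, and IFNG and IFNA2 were listed at 0.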
